A study of Mus musculus with 8 samples. Its data were reported in "Endothelium-specific depletion of LRP1 improves glucose homeostasis through inducing osteocalcin" (2021).

How the data were processed

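RNA sequencing was performed on 8 libraries of mouse microvascular endothelial cells, 4 from mice with an endothelial deletion of Lrp1 and 4 from wild-type littermates. Groups and replicate numbers were taken from the sample titles. The series description gives lung, heart and liver as the source of the cells, and the labels call each library a mixture of these. According to the study's methods, such cells were selected with beads against PECAM-1 and the knockout mice carried a tamoxifen-inducible Cre recombinase (CreER) under the Cdh5 promoter. The methods describe reads trimmed with trimGalore, aligned to the mouse genome (mm10) with STAR, counted per gene with featureCounts on the GENCODE annotation and tested with a count-based package.

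The deposited table does not hold such counts. Its values are not whole numbers, the 8 columns have nearly the same sum and the same highest value, and the sorted values of at least 1 differed between columns by a median of 0.575% and at most 3.59%. They were thus quantile normalized across the 8 libraries before the authors deposited them. The unit was taken to be FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), because the values carry a correction for length: mt-Atp8 and mt-Atp6, a short and a long mitochondrial gene transcribed together, had means of 3643 and 3531. The header of the deposited FPKM table names only the gene columns and the libraries, so the unit is inferred, and quantile-normalized TPM cannot be ruled out. How the authors made these values is not stated. Quantile normalization removes library depth, so read counts could not be recovered, no counting error could be computed and a difference in total RNA or in depth between libraries cannot be measured. It also forces nearly the same distribution of values of at least 1 on every library, so that a broad shift in one direction would be spread over the other genes. The low end still differed. Genes listed at 0 numbered 6389 to 6700 in WT, and 6004, 6131, 5985 and 6430 in LRP1 KO libraries 1 to 4. Whether depth caused this cannot be told. Dividing each library by its median ratio to the geometric mean library changed it by a factor of 0.995 to 1.02.

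Because the values were not counts, the count test planned for the comparison was replaced by the test fixed for normalized values. Expression was analysed as log2(FPKM + 1). Genes with a value of at least 1 in at least 4 libraries were kept, which left 11389 of 22520. A linear model with the group as its only term was fitted to all 8 libraries with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean level. P-values were adjusted with the Benjamini-Hochberg method over the tested genes. A gene was called changed at an adjusted p-value under 0.05 with an absolute log2 fold change of at least 1. Fold changes on this scale are smaller than ratios of FPKM for genes with low values. Single genes were also compared with an exact two-sided permutation test over all ways to choose 4 of 8 libraries, whose smallest p-value is 0.0286.

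Gene positions were taken from GENCODE M21 (GRCm38, the assembly that mm10 denotes) by Ensembl identifier, which matched 21740 of 22520 genes. Overlap between the osteocalcin genes was measured as the share of all 50-base stretches of a gene's longest protein-coding transcript that occur in any transcript of another. The main test, the comparison, the gene lists and the rule for naming genes were fixed before the data were examined. Genes named are Lrp1, those the study named from its sequencing or its model, the 5 with the largest rise and the 5 with the largest fall among called genes with a mean log2(FPKM + 1) of at least 1 and no overlap between groups, and members of the gene lists. List members named one by one, such as Cdh5 and Isg15, and the genes outside the rule (Pgr, Greb1 and the Y-linked genes) were chosen after their values were seen. A gene covered by the rule is not reported here.

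The lists were 20 sets of 10 to 32 marker or pathway genes, written by hand from general knowledge: cell cycle, interferon response, inflammation and TNF response, oxidative phosphorylation, glycolysis, fatty acid metabolism, FoxO targets, and markers of endothelial cells, leukocytes, macrophages, neutrophils, lymphocytes, platelets and megakaryocytes, erythroid cells, osteoblasts, fibroblasts, mural cells, cardiomyocytes, hepatocytes and lung epithelium. Lists with at least 5 tested genes were compared with camera (limma, correlation preset to 0.01), and with an estimated correlation and with fry as alternatives. In WT, 18 of the 20 endothelial, 12 of the 18 macrophage, 7 of the 18 leukocyte and 12 of the 13 fibroblast genes had a mean of at least 1. The leukocyte and macrophage lists share no gene, and the fatty acid and FoxO lists share 1. The study's own genes examined here include 1 member of the FoxO list. A score is the mean log2(FPKM + 1) of a list's genes in a library. The Y-linked score covers Ddx3y, Eif2s3y, Kdm5d and Uty.

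Before use, the test was run on 5 simulated tables with 200 changed genes each among up to 11253 tested genes, drawn from the real means and spreads. All planted changes were larger than 2-fold, and calls rested on an adjusted p-value under 0.05 alone. The test called 96.2% of the changed genes, gave 100% of them the right sign, and 6.04% of its calls were unchanged genes. Of random sets of unchanged genes, 0% had a camera p-value under 0.05. The simulated genes varied independently of each other, so this cannot show how camera treats lists of genes that vary together. Smaller changes were not tried.

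Alternatives were a pseudocount of 0.1, no filter on low values, the replicate number as a block, each library left out in turn (with genes kept at a value of at least 1 in at least 3 libraries, the size of the smaller group), and the set tests above. Chosen after the data had been seen were rescaling by the median ratio, no mean-variance trend, a direct test against a 2-fold change (limma treat), and covariates for the Y-linked, the endothelial and the macrophage score. All columns of the table were used. Genes that share reads with near-identical copies are given as uncertain where they are named.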

Results

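Gene expression was measured by RNA sequencing in microvascular endothelial cells from mice in which LRP1, a receptor of the low-density lipoprotein receptor family, had been deleted in the endothelium, and in the same cells from wild-type littermates. LRP1 takes up extracellular ligands at the cell surface and takes part in signaling, and the question of the comparison was which genes change in endothelial cells that lack it. The labels describe every library as a mixture of cells from heart, liver and lung of C57BL/6 mice at postnatal day 14. There were 4 LRP1 knockout (LRP1 KO) libraries and 4 wild-type (WT) libraries. The deposited values covered 22520 genes, of which 4494 were listed at 0 in all 8 libraries. The values were quantile normalized by the authors, so the sums per library ran only from 503571 to 504112 and the highest value was 7793 in every library. The sequencing depth of the libraries is therefore unknown, and the precision of each value is judged from the spread between the 4 libraries of a group alone. From 11303 to 11344 genes per library had a value of at least 1. Across tested genes, the correlation between libraries was 0.987 to 0.994 within WT, 0.980 to 0.994 within LRP1 KO and 0.961 to 0.988 between the groups. No pair of libraries held identical values. The first principal component, with 60.8% of the variance, separated the groups. LRP1 KO library 4 lay between them at 0.102, against 17.2 to 27.3 for the other 3 LRP1 KO libraries and -24.1 to -12.9 for WT.

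The targeted gene was examined first. Lrp1 (ENSMUSG00000040249) is a protein-coding gene on the minus strand of chromosome 10, from 127538161 to 127621148 in GRCm38. Its values were 113, 140, 103 and 124 FPKM in WT libraries 1 to 4, and 3.45, 5.20, 2.79 and 7.72 FPKM in LRP1 KO libraries 1 to 4. The mean fell from 120.1 ± 16 FPKM (SD, n = 4) in WT to 4.79 ± 2.20 FPKM (SD, n = 4) in LRP1 KO, or 3.99% of the WT mean. On the log2(FPKM + 1) scale Lrp1 fell by 4.45 (SE 0.23, limma adjusted p 8.89e-05), the largest change among the 11389 genes tested. Every LRP1 KO library was below every WT library, and an exact two-sided permutation test gave p = 0.0286, the smallest value that 4 libraries against 4 allow. Of the alternatives, the one that moved the estimate most was a covariate for the level of macrophage genes, with which it was -5.77. The library labels were thus matched by the level of the targeted gene in all 8 libraries.

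**Figure D1:**
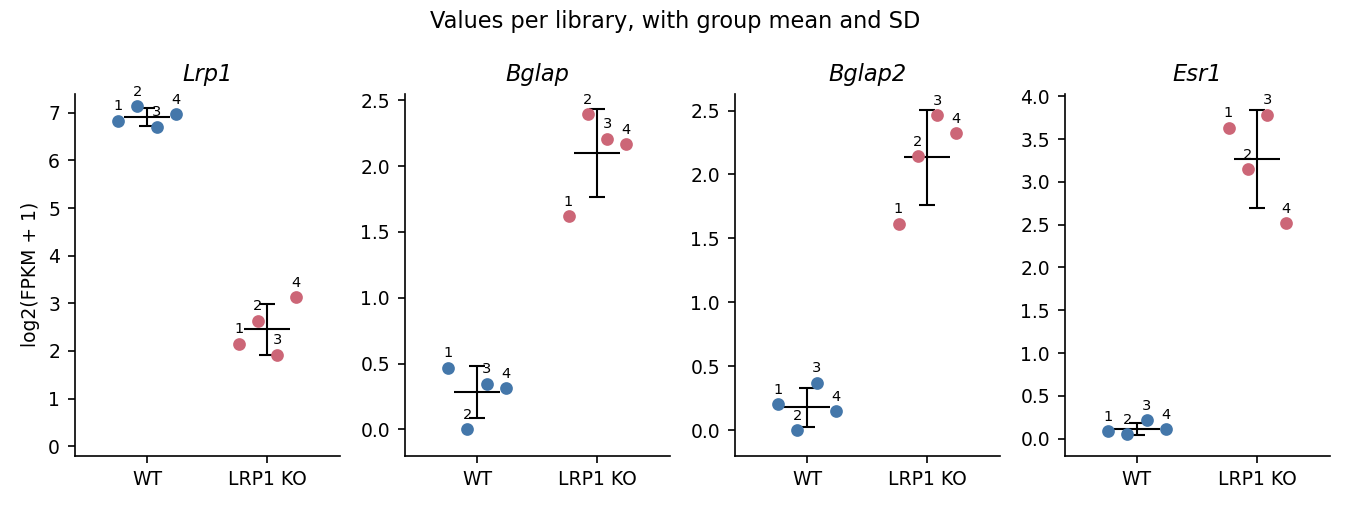
Values of Lrp1, Bglap, Bglap2 and Esr1 in each library, on the log2(FPKM + 1) scale with a separate vertical axis for each gene. Points are single libraries with their replicate numbers, horizontal lines are group means and error bars are SDs (n = 4). Lrp1 was lower, and the other 3 genes were higher, in all 4 LRP1 KO libraries than in any WT library.

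Across the 11389 tested genes, 1547 had a limma adjusted p-value under 0.05, of which 714 were higher and 833 lower in LRP1 KO. That majority was not stable, with 780 higher and 769 lower after rescaling the libraries. At unadjusted p under 0.05 there were 3838. With the added requirement of a 2-fold change on the log2(FPKM + 1) scale, 184 genes remained, 127 higher and 57 lower. In 176 of these 184 genes, the values of the 4 LRP1 KO libraries did not overlap those of the 4 WT libraries. Such a separation was seen in 2230 of all tested genes, or 19.6%, where chance gives 2.86%. Testing directly against a 2-fold change, in place of a limit on the estimate, left 12 genes, 11 higher and 1 lower. LRP1 KO library 4 weighed most among single libraries. Without it, 343 genes passed both limits and 3096 passed the adjusted p-value alone, while the fits that left out any 1 of the other 7 libraries gave 140 to 193 and 519 to 1046 genes. The alternative that moved the count most was the macrophage covariate, with which 6 genes passed both limits. That covariate was itself separated between the groups, and it raised the median SE over all genes from 0.0880 to 0.230. The median change over all tested genes was -0.01.

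**Figure D2:**
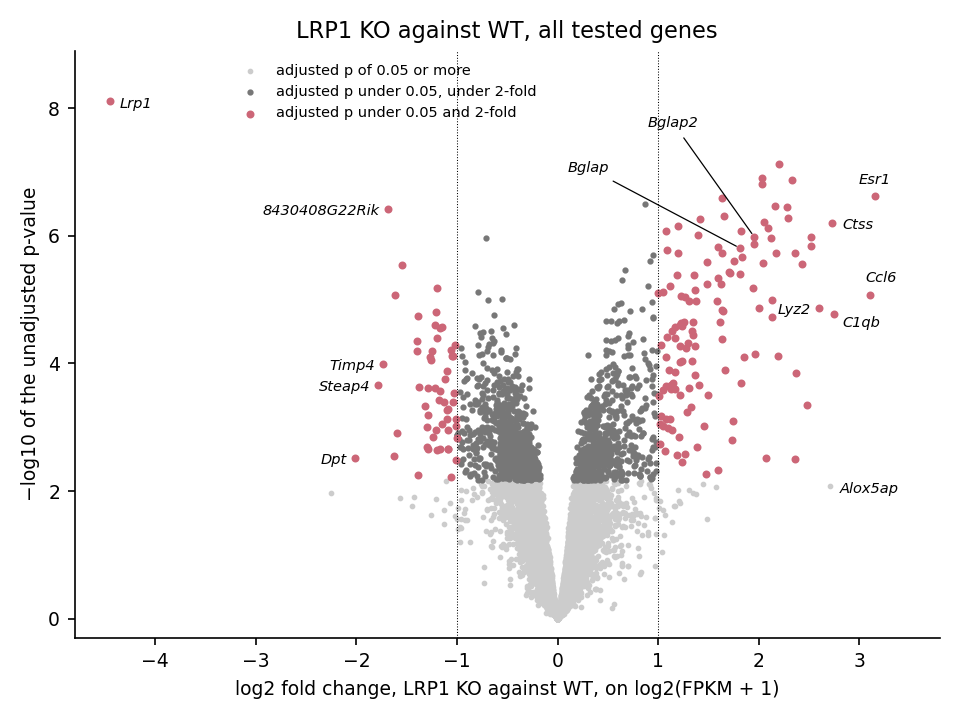
Change of each of the 11389 tested genes in LRP1 KO against WT. The horizontal axis is the log2 fold change on log2(FPKM + 1), the vertical axis is −log10 of the unadjusted limma p-value, each point is a gene, dotted lines mark a 2-fold change and red points are the 184 genes past both limits. Lrp1 lies alone at the far left, and 127 of the red points are on the right.

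Osteocalcin, a hormone best known from osteoblasts, was the gene that the study followed up. In the mouse it is encoded by Bglap (ENSMUSG00000074483, chromosome 3, minus strand, 88383501 to 88384464) and Bglap2 (ENSMUSG00000074486, chromosome 3, minus strand, 88377736 to 88378699). These genes are near-identical copies: of all stretches of 50 bases in the Bglap transcript, 74.7% also occur in Bglap2 and 20.5% in Bglap3. How the authors' quantification shared reads between them is not stated, so the split between Bglap and Bglap2 is uncertain. Bglap3 was not analysed here. Bglap was listed at 0.383, 0, 0.271 and 0.243 FPKM in WT libraries 1 to 4, and at 2.07, 4.25, 3.62 and 3.49 FPKM in LRP1 KO libraries 1 to 4. The group means were 0.224 ± 0.161 FPKM (SD, n = 4) and 3.36 ± 0.920 FPKM (SD, n = 4), a ratio of 14.98. Because the WT values were close to 0, that ratio rests on very small numbers. On the log2(FPKM + 1) scale Bglap rose by 1.81 (SE 0.17, limma adjusted p 0.000613). This scale understates the change of low genes, and with a pseudocount of 0.1 the rise was 3.58, the largest estimate among the alternatives. With the macrophage covariate the rise was 1.76 and no longer passed the threshold, at an adjusted p of 0.116 within a range of 0.000183 to 0.116 over its alternatives. Bglap2 rose from 0.138 ± 0.121 to 3.50 ± 1.06 FPKM (SD, n = 4 each), by 1.96 on the log2(FPKM + 1) scale (SE 0.18, limma adjusted p 0.000492). It also lost its threshold with the macrophage covariate, at a rise of 2.13 (adjusted p 0.106, in a range of 0.000113 to 0.106 over its alternatives). In both genes every LRP1 KO library was above every WT library. Both remained far below Lrp1 in WT and below the median of 11.7 to 11.8 FPKM over the genes of each library with a value of at least 1.

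A list of 13 genes that the study named from its sequencing or its model, including Lrp1 and the osteocalcin genes, was examined, of which 12 were present and 10 were tested. Of these 10, 6 had a limma adjusted p-value under 0.05 over all genes, and 9 when adjusted over the list alone. Part of the list was chosen by the study from its sequencing, so the second count is not independent evidence. Timp4 (chromosome 6, 115241892 to 115252205) fell from 7.26 ± 1.22 to 1.66 ± 1.25 FPKM (SD, n = 4 each), by 1.73 on the log2(FPKM + 1) scale (SE 0.27, limma adjusted p 0.00623). Timp4 lost its threshold with the macrophage covariate (adjusted p 0.0954, in a range of 0.000333 to 0.0954 over its alternatives). Alox5ap (chromosome 5, 149264767 to 149288153) was listed at 0.469 to 0.907 FPKM in WT, and at 3.16, 40.4, 1.62 and 30.6 FPKM in LRP1 KO libraries 1 to 4. The spread among the LRP1 KO libraries was so large that its rise of 2.71 (SE 0.81) did not pass the threshold (limma adjusted p 0.0556), although all 4 LRP1 KO libraries were above all WT libraries. It passed without LRP1 KO library 3, at 3.39 (adjusted p 0.0297), and in 3 of the 8 other settings, and the estimate was -2.69 with the macrophage covariate (adjusted p 0.186, in a range of 0.0297 to 0.186 over its alternatives). Selplg (chromosome 5, 113818536 to 113832644) was too low to be tested with the other genes. It was listed at 0.0993, 0.131, 0.131 and 0.00403 FPKM in WT and at 0.708, 1.28, 0.661 and 1.01 FPKM in LRP1 KO. The exact two-sided permutation test gave p = 0.0286, the smallest possible. Alox5ap and Selplg ranked LRP1 KO libraries 1 to 4 in the same order as the macrophage score, which was 3.55, 4.09, 2.97 and 4.02. A contribution of macrophage RNA to both genes is therefore not excluded.

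Transcripts of the FoxO transcription factors, which the study placed between LRP1 and osteocalcin, changed little. The study proposed that FoxO1 protein leaves the nucleus when LRP1 is lost. Transcript levels cannot show such a step, so they do not bear on it. Foxo1 fell from 4.87 ± 0.130 to 3.83 ± 0.253 FPKM (SD, n = 4 each), by 0.28 on the log2(FPKM + 1) scale (SE 0.07, limma adjusted p 0.0278). Foxo4 fell by 0.36 (SE 0.10, limma adjusted p 0.0481) and Foxo3 by 0.38 (SE 0.11, limma adjusted p 0.0515). None of these changes was past the threshold in every fit that left out 1 library, although the loss of a library by itself raises the adjusted p-values. The estimates kept their direction in these fits, from -0.32 to -0.26 for Foxo1, -0.42 to -0.27 for Foxo4 and -0.48 to -0.33 for Foxo3. Foxo1 and Foxo4 each lost their threshold in 7 of the 8 fits that left out 1 library, all but the one without LRP1 KO library 4, and in 3 and 7 of the 8 other settings. Foxo3 passed it without LRP1 KO library 4, at -0.48 (adjusted p 0.00464, in a range of 0.00464 to 0.716 over its alternatives). The insulin receptor gene Insr fell by 0.30 (SE 0.10) without passing (limma adjusted p 0.0762), except without LRP1 KO library 4, where the estimate was -0.37 (adjusted p 0.0264, in a range of 0.0264 to 0.687). Igf1r, which encodes the receptor for insulin-like growth factor 1, did not differ beyond the spread between libraries, at 11.6 ± 1.02 FPKM in WT and 12.6 ± 1.58 FPKM in LRP1 KO (SD, n = 4 each; limma adjusted p 0.468). Its estimate of 0.10 was between 0.05 (without LRP1 KO library 3) and 0.17 (without LRP1 KO library 4) when 1 library was left out, and was -0.06 with a covariate for the level of endothelial genes. The largest move was to 0.47 with the macrophage covariate (adjusted p 0.270, in a range of 0.187 to 0.908 over its alternatives), so a change of that size is not excluded. Gprc6a, proposed as a receptor of osteocalcin, was listed at 0.0319 FPKM or less in every library, so no difference could be judged.

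Beyond this list, the 5 genes with the largest rise and the 5 with the largest fall were taken by the fixed rule. Esr1, which encodes estrogen receptor alpha (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614), rose most. It was listed at 0.0341 to 0.158 FPKM in WT and at 11.4, 7.88, 12.8 and 4.72 FPKM in LRP1 KO libraries 1 to 4, a rise of 3.16 (SE 0.24, limma adjusted p 0.000389). The lowest LRP1 KO value was 29.8 times the highest WT value. The knockout mice carried CreER, which fuses Cre to part of an estrogen receptor, and values per gene do not separate transgene reads from those of Esr1. The other 4 were Ccl6, C1qb, Ctss and Lyz2, with rises of 3.10 (SE 0.35), 2.75 (SE 0.34), 2.73 (SE 0.23) and 2.60 (SE 0.31) and limma adjusted p-values of 0.00154, 0.00237, 0.000449 and 0.00205. Lyz2 rose from 39.4 ± 12.7 to 249.7 ± 89.8 FPKM (SD, n = 4 each), so these transcripts were abundant. These 4 genes lost their threshold with the macrophage covariate, with estimates from 0.31 for C1qb to 1.15 for Ctss. C1qb, Ctss and Lyz2 belong to the list of macrophage genes described next. After Lrp1, the largest falls were those of Dpt, Steap4, Timp4 and 8430408G22Rik. Dpt fell from 35.2 ± 8.58 to 10.3 ± 9.18 FPKM (SD, n = 4 each), with 23.4 FPKM in LRP1 KO library 4 and 2.26 to 9.30 FPKM in the other 3. Its limma adjusted p of 0.0330 was lost in 7 of the 8 fits without 1 library, all but the one without LRP1 KO library 4, and in 4 of the 8 other settings. Steap4 fell by 1.78 (SE 0.31, limma adjusted p 0.00954) and 8430408G22Rik by 1.68 (SE 0.13, limma adjusted p 0.000389), with mean values of 30.6% and 29.6% of WT. Steap4 lost its threshold with the endothelial covariate (estimate -1.15, adjusted p 0.180, in a range of 0.00106 to 0.180), and 8430408G22Rik with the macrophage covariate (estimate -1.86, adjusted p 0.0954, in a range of 0.000143 to 0.0954).

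Gene sets were tested because the study had asked which cellular processes differ. Of 20 gene lists, 12 had at least 5 tested genes. By camera with a preset correlation of 0.01 between genes, 8 of the 12 had an adjusted p-value under 0.05, 7 higher and 1 lower in LRP1 KO. This count needs care. With the correlation between genes estimated from the data, 0 lists passed, and 3 had an unadjusted p under 0.05. The fry test asks whether the genes of a list shift in a common direction, without comparison to genes outside it. By this test 7 lists passed, the 8 apart from the endothelial list (fry adjusted p 0.0666). Of the 35 ways to split the 8 libraries into 4 and 4, 6 gave at least 8 lists, the real one included. Each of the others exchanged only 1 library per group, and so kept part of the real difference. The changes of the single members are therefore given with each list.

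The macrophage list rose most, with a median log2 fold change of 2.37. Of its 13 tested genes, 12 were higher in LRP1 KO and 11 of these had an adjusted p-value under 0.05 (camera adjusted p 1.21e-11). The list of genes common to leukocytes rose by a median of 1.17, with 11 of 13 genes higher and 10 past the threshold (camera adjusted p 1.02e-09). Interferon response genes rose by a median of 0.78. Here 26 of 28 genes were higher and 22 passed the threshold (camera adjusted p 1.7e-20), with Isg15 at 22.2 to 31.8 FPKM in WT and at 82.8 to 129 FPKM in LRP1 KO. Endothelial genes rose by a median of 0.76 with all 18 tested genes higher (camera adjusted p 6.2e-06), but only 2 of the 18 passed the threshold by themselves, and the median was 0.49 without LRP1 KO library 1. In Cdh5, which encodes VE-cadherin, the LRP1 KO values were 47.3, 21.5, 33.9 and 8.56 FPKM in libraries 1 to 4, against 8.87 to 11.2 FPKM in WT. Library 4 thus stood at the WT level while the other 3 were above it. Genes of mural cells, the pericytes and smooth muscle cells around vessels, rose by a median of 0.51, with 8 of 9 higher and 5 past the threshold (camera adjusted p 2.13e-05). Glycolysis genes rose by a median of 0.23, with 14 of 16 higher and 7 of these past the threshold (camera adjusted p 0.000687). The inflammation and TNF response list had a median of only 0.08, with 15 of 23 genes higher (camera adjusted p 0.0123). FoxO target genes fell by a median of 0.26, with 14 of 20 lower and 4 of these past the threshold (camera adjusted p 0.0277). The last result did not hold without a filter on low values (median -0.22, adjusted p 0.108) or with the endothelial covariate (median -0.13, adjusted p 0.0594), in a range of 0.0113 to 0.108 over its alternatives. With the macrophage covariate, the glycolysis list (adjusted p 0.893, in a range of 3.36e-05 to 0.893) and the inflammation list (adjusted p 0.0937, in a range of 0.000683 to 0.0937) did not pass.

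**Figure D3:**
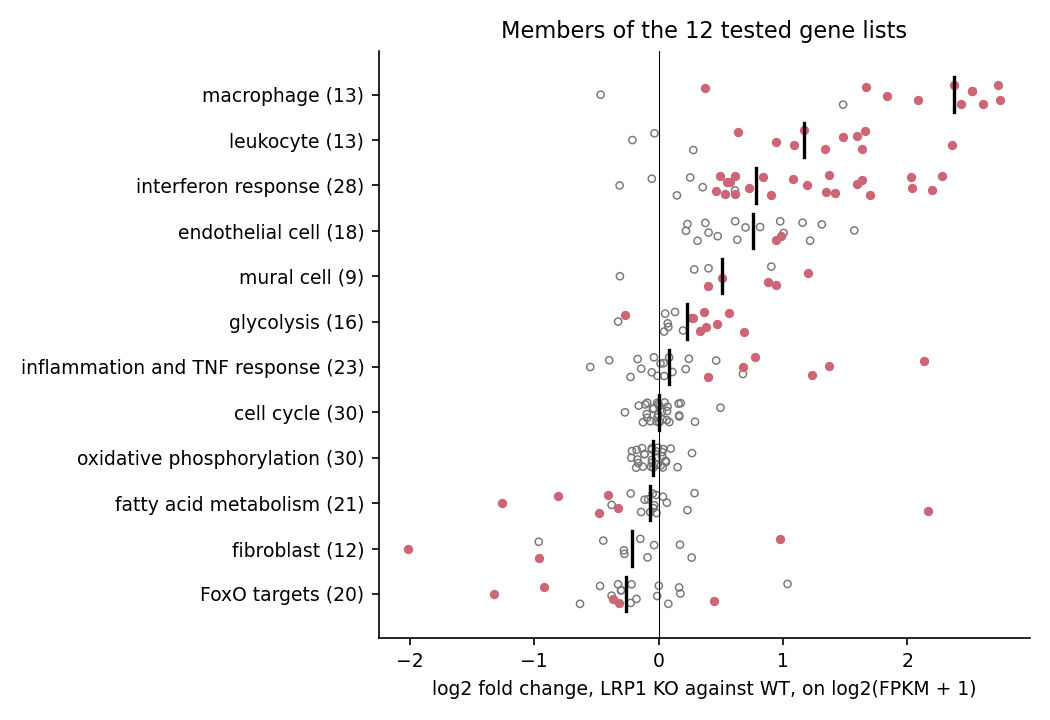
Change of the members of the 12 tested gene lists, with the number of tested genes in brackets. The horizontal axis is the log2 fold change of LRP1 KO against WT on log2(FPKM + 1), filled points are genes with an adjusted p-value under 0.05, open points are the others and black bars are list medians. Macrophage genes have the highest median, at 2.37, and FoxO targets the lowest, at -0.26.

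Lists that did not pass were cell cycle (median 0.00, 15 of 30 genes higher, camera adjusted p 0.536), oxidative phosphorylation (median -0.05, 10 of 30 higher, camera adjusted p 0.303), fatty acid metabolism (median -0.07, 5 of 21 higher, camera adjusted p 0.137) and fibroblast (median -0.21, 3 of 12 higher, camera adjusted p 0.392). With the macrophage covariate, the cell cycle list passed at a median of 0.38 (adjusted p 7.28e-06, in a range of 7.28e-06 to 0.760), fatty acid metabolism at -0.20 (adjusted p 0.00844, in a range of 0.00844 to 0.515) and fibroblast at -0.83 (adjusted p 0.00286, in a range of 0.00286 to 0.963). Single libraries moved these small medians. The cell cycle median ran from -0.08 without WT library 2 to 0.06 without WT library 4, and was also negative, at -0.05, without LRP1 KO library 3 and, at -0.00340, without WT library 3. The fibroblast median was -0.06, -0.14 and -0.32 without LRP1 KO libraries 1, 3 and 4, and that of oxidative phosphorylation was -0.01 without WT library 1. The 8 lists with too few tested genes were those for neutrophils, lymphocytes, platelets and megakaryocytes, erythroid cells, osteoblasts, cardiomyocytes, hepatocytes and lung epithelium. The median level of their genes was 0.410 FPKM or less in WT and 0.606 FPKM or less in LRP1 KO. By contrast, the median level of the fibroblast list was 60.2 FPKM in WT and 62.8 FPKM in LRP1 KO, and that of the endothelial list was 4.75 and 8.33 FPKM.

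**Figure D4:**
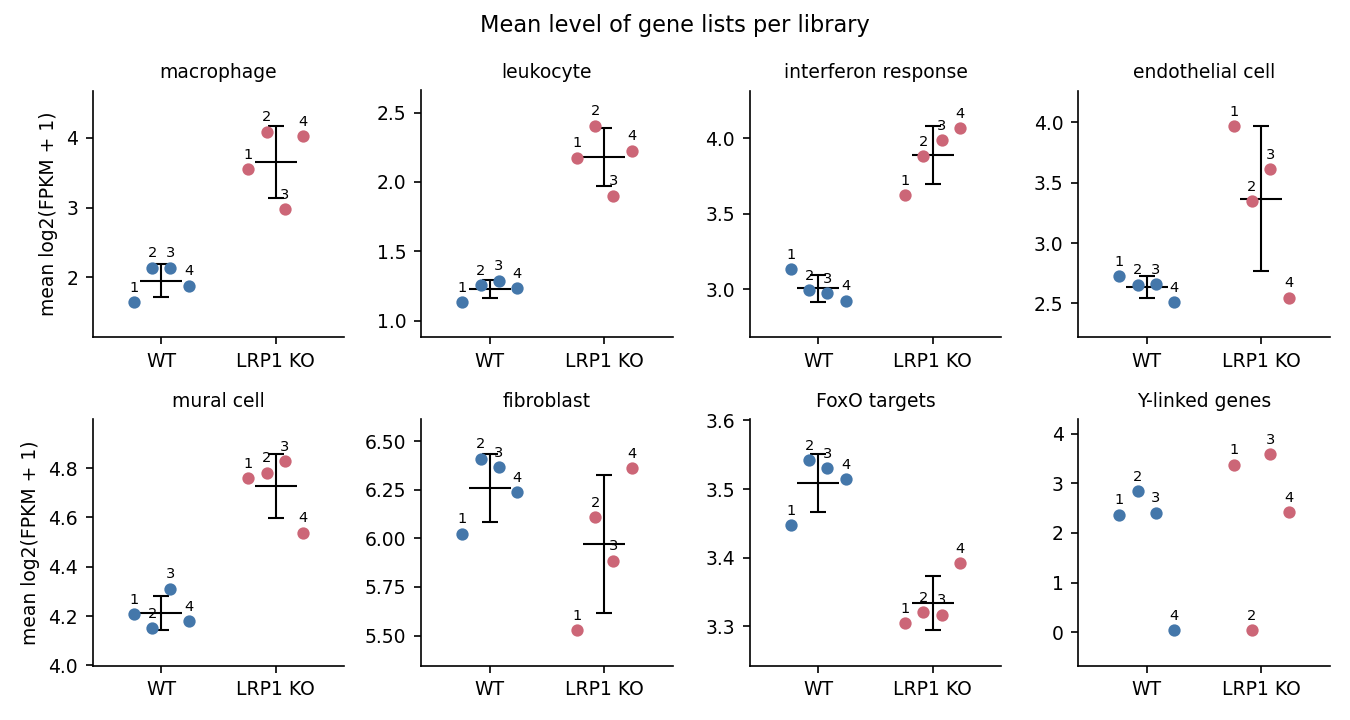
Mean log2(FPKM + 1) of the genes of 7 lists, and of 4 genes on the Y chromosome, in each library, with a separate vertical axis for each panel that does not start at 0. Points are single libraries with their replicate numbers, and for the 7 lists horizontal lines are group means and error bars are SDs (n = 4). The macrophage, leukocyte and interferon levels of all 4 LRP1 KO libraries are above those of WT, while the endothelial level of LRP1 KO library 4, at 2.55, is among the WT libraries.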

Values the study reported

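From its sequencing, the study reported that Ocn, its name for the osteocalcin gene, was 58.13-fold higher in liver endothelial cells and 30.14-fold higher in endothelial cells of heart and lung after LRP1 depletion. By real-time PCR it reported increases of up to 7.6-fold in the former and 6.7-fold in the latter. At a 2.0-fold limit it counted 905 genes up and 446 down in the liver cells, and 1096 up and 257 down in the cells of heart and lung.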

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

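No test in this part was chosen only after the result was seen. In each group of 4 libraries, the gap between the most extreme library and its nearest neighbour was divided by the range of the group. This was done for the genes of the study, the genes with the largest rise or fall and the scores of the 20 lists, and not for other list members or genes named as observations. Of these 80 group values, 2 exceeded the 95% limit of Dixon's ratio, where 4 are expected by chance. The number of such values is therefore no more than chance gives.

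In WT, Foxo1 had a ratio of 0.838 and Foxo4 a ratio of 0.851, in both cases because WT library 2 was above the other 3. For Foxo1 its log2(FPKM + 1) was 2.60 against 2.54 in the nearest library, and for Foxo4 it was 4.06 against 3.73. Without WT library 2 the fall in LRP1 KO was still there but smaller and past no threshold, at -0.26 (adjusted p 0.0782, in a range of 0.0103 to 0.438 over its alternatives) for Foxo1 and -0.27 (adjusted p 0.0943, in a range of 0.0212 to 0.609) for Foxo4. The adjusted p-values also rise because a library is lost. A difference in scale or depth of WT library 2 cannot be seen after quantile normalization. The WT libraries differ in nothing else that the labels give, so no biological explanation was tested, and chance remains open.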

How the results depend on the processing

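Among the settings below, the rescaling, the fit without a mean-variance trend, the direct test against a 2-fold change and the 3 covariates were chosen only after the data were seen. The alternatives planned for read counts (another count test, other library scalings, count filters and a count test against a 2-fold change) were not run, because the values are not counts.

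The fall of Lrp1 kept its direction and its threshold in all 16 alternative fits, from -5.77 to -3.88 with adjusted p-values up to 0.00377, and Esr1 did so from 2.53 to 5.61 with adjusted p-values up to 0.0206. Bglap kept its direction in the same fits, from 1.72 to 3.58, and lost the threshold in 1, with the macrophage covariate, at 1.76 (adjusted p 0.116, in a range of 0.000183 to 0.116). The macrophage score differs so much between the groups that the covariate raised the median SE over all genes from 0.0880 to 0.230, and a larger error, more than a smaller estimate, goes with that loss.

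The number of genes past both limits was 184. It was 275 with a pseudocount of 0.1 (183 of the 184 among them), 180 after rescaling, 182 without a trend and 171 with the Y-linked covariate, and 158 of the 184 also passed without a filter. It was 96 with the endothelial covariate (84 shared), 6 with the macrophage covariate (5 shared) and 12 with the direct test against 2-fold, and 140 to 343 across the 8 fits that each left out 1 library. The highest number came without LRP1 KO library 4, and 182 of the 184 genes were among those 343. The endothelial covariate left 90 genes higher and 6 lower.

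Of genes past the adjusted p-value alone there were 1547, 714 higher and 833 lower, and 1537 with a pseudocount of 0.1, 1163 of 18026 tested without a filter (597 higher, 566 lower), 1549 after rescaling (780 higher, 769 lower), 1428 without a trend, 1004 with the Y-linked covariate (983 shared), 166 with the endothelial covariate (160 shared; 141 higher, 25 lower) and 6 with the macrophage covariate. Leaving out 1 library gave 519 to 3096. Without WT libraries 1 to 4 the counts were 879, 552, 946 and 1046, without LRP1 KO libraries 1 to 3 they were 571, 519 and 580, and without LRP1 KO library 4 the count was 3096, with 1531 of the 1547 among them. Higher genes were from 47.6% to 55.3% of these calls. Which direction holds the majority thus depends on the setting. Fewer libraries lower a count by themselves, so the rise without LRP1 KO library 4 goes against the loss of a library.

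With the replicate number as a replicate block, 1013 genes passed the adjusted p-value (912 shared), 173 passed both limits (171 shared) and 8 lists passed. The numbers did not pair the libraries: the correlation of the deviations of same-numbered libraries from their group means was 0.158, 0.141, 0.340 and -0.312 for numbers 1 to 4. Foxo1 (adjusted p 0.0645, in a range of 0.0103 to 0.438) and Foxo4 (adjusted p 0.0592, in a range of 0.0212 to 0.609) were past the threshold only without the block. It changed no other call among Lrp1, Bglap and the 28 other single genes or lists that were refitted. List members named one by one, such as S100a8, were not refitted.

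The 8 gene lists past the threshold became 0 with an estimated correlation (3 at an unadjusted p under 0.05), 7 with fry, 6 with the endothelial covariate and 7 of 19 without a filter. The count stayed at 8 in each fit without 1 library. With the macrophage covariate it was again 8, but only 5 of these were among the original 8. The endothelial list with the endothelial covariate, and the macrophage list with the macrophage covariate, say nothing, since each covariate is built from the list.

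Of 224 comparisons of 28 single genes or lists with 8 settings, 186 kept direction and side of the threshold, 28 became weaker, 6 stronger and 4 reversed. The reversals were Igf1r at -0.0567, the cell cycle list at -0.0608 and the fibroblast list at 0.23 with the endothelial covariate, and Alox5ap at -2.69 with the macrophage covariate. Among the fits without 1 library, 21 results became weaker, 3 stronger and 2 reversed, where the direction of a list is that of its set test. The reversals were those of the cell cycle list, whose median ran from -0.0821 (without WT library 2) to 0.0553 (without WT library 4) and was -0.0539 without LRP1 KO library 3. Its median was also just under 0, at -0.00340, without WT library 3, where the set test kept its direction. The cause was not tested for any of these, but the main medians or changes of cell cycle and Igf1r are close to 0.

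Depth is unknown, so it cannot be said which low genes were poorly measured. This bears most on Bglap, Bglap2 and Selplg, whose WT values are near 0. LRP1 KO libraries 1 to 3 listed fewer genes at 0 than any WT library, at 5985 to 6131 against 6389 to 6700.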

Other observations

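In this part, the tests on fibroblast genes, on Esr1, on the higher and the lower calls apart, on macrophage RNA in the other higher calls and on WT cells in LRP1 KO library 4 were chosen only after the result was seen.

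Of the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many as 184 genes past both limits, and only 1 gave as many as 1547 genes past the adjusted p-value. The other 34 gave 0 genes at an adjusted p under 0.05, and 39 to 2950 genes at an unadjusted p under 0.05. The gene lists were different: 6 of the 35 splits gave at least 8 lists, and the largest other count was 10. Each other split that reached 8 lists exchanged only 1 library per group, and so kept part of the real difference. Splits that mixed the groups evenly gave at most 6 lists. The number of lists past the preset-correlation test thus does not set the real groups apart from groupings that keep part of their difference.

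More leukocytes in the LRP1 KO preparations may account for part of the higher genes. The leukocyte list rose by a median of 1.17, and abundant macrophage transcripts rose with it, Lyz2 to 249.7 and Cd68 to 32.4 FPKM from 39.4 and 8.11 FPKM in WT. Median levels of the neutrophil and lymphocyte lists stayed at 0.0387 and 0.00219 FPKM or less in both groups, so most of the rise is in macrophage-like transcripts. Other leukocyte types are not excluded. The only tested lymphocyte gene, Il7r, rose from 0.1999 to 1.27 FPKM with no overlap between groups (limma adjusted p 0.000737), and of 3 tested neutrophil genes S100a8 rose from 0.813 to 2.52 FPKM (limma adjusted p 0.0475). Whether the deletion brings more macrophages into the tissue, changes how many pass the selection, or raises these genes in other cells stays open and was not tested.

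Macrophage RNA is not a sufficient account of the interferon genes. Within groups, leukocyte genes outside the macrophage list followed the macrophage score with a median correlation across the 8 libraries of 0.754 over 13 genes, while interferon genes had a median of -0.137, with 10 of 28 above 0, at percentile 19.99 of 10000 random sets. With the macrophage covariate the interferon median was 0.95 (adjusted p 9.11e-10, in a range of 2.8e-42 to 9.11e-10 over its alternatives). The 109 higher calls outside the leukocyte and macrophage lists had a median of -0.144, at percentile 3.76, against -0.0234 for all tested genes, which argues against macrophage RNA for them as a set. Yet 36 of the 109, or 33.0%, had a correlation over 0.5, against 15.9% of all tested genes, so a part of them may come from macrophages. With the macrophage covariate, 54.3% of all 127 higher calls, 18 of them leukocyte or macrophage list members, kept their direction and a 2-fold change. That is fewer than with the endothelial covariate (70.1%) or the Y-linked covariate (98.4%), and it leaves a contribution of macrophage RNA to many single genes open. With 8 libraries these correlations are rough, and genes are not independent replicates. An effect of the deletion on interferon signaling remains open as a hypothesis.

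The source of the Bglap reads was examined with markers of cells known for osteocalcin or carrying it. Of 12 osteoblast genes other than osteocalcin, 5 had a higher mean in LRP1 KO, and of 14 platelet and megakaryocyte genes, 11 did. Most of these are near 0, with Sp7 at most 0.00362 FPKM and Ibsp listed at 0 in every library. RNA from osteoblasts or platelets thus cannot be told apart from expression in endothelial or other cells of the libraries. Bglap was at 2.07, 4.25, 3.62 and 3.49 FPKM in LRP1 KO libraries 1 to 4, and did not follow their endothelial scores of 3.97, 3.35, 3.61 and 2.55. The study itself reported higher osteocalcin transcripts after LRP1 knockdown in cultured lung endothelial cells. Spp1 was the abundant exception among osteoblast genes, at 115 ± 19.5 FPKM in WT and 121 ± 40.5 FPKM in LRP1 KO (SD, n = 4 each). Pf4, a platelet gene that was not tested, was 0.686 ± 0.0439 and 1.599 ± 0.850 FPKM (SD, n = 4 each).

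Y-linked genes showed that the libraries differ in sex make-up. Ddx3y was at 0.0555 FPKM in WT library 4 and at 0.0243 FPKM in LRP1 KO library 2, against 5.97 to 19.1 FPKM in the other 6 libraries. Each group holds 1 such library. With the Y-linked score as a covariate, 97.8% of the 184 calls kept their direction and a 2-fold change, which argues against sex as their cause.

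A different share of endothelial cells was the next candidate explanation. The endothelial score was 2.51 to 2.72 in WT, and 3.97, 3.35, 3.61 and 2.55 in LRP1 KO libraries 1 to 4. With this score as a covariate, 54.3% of all calls kept direction and a 2-fold change. Of the higher calls 70.1% did, which argues against endothelial share as their whole cause. Of the lower calls only 19.3% did, so these go with the endothelial score across libraries. A higher endothelial share would, however, dilute the transcripts of the other cell types alike. In LRP1 KO the 57 lower calls were at a median of 41.6% of WT and at most 50.3%, while the 12 fibroblast genes were at a median of 88.6% and the 9 mural genes at a median of 147.7%. This argues against dilution by endothelial cells as the cause of the lower calls. A change within the fibroblast-like cells that goes with the endothelial score, or an effect of the deletion on these genes, may remain and was not tested.

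Fibroblast transcripts were abundant in libraries described as endothelial. Dcn was at 922 ± 231.7 FPKM in WT and 670.1 ± 129 FPKM in LRP1 KO (SD, n = 4 each), while Pecam1 was at 7.89 ± 0.812 and 21.9 ± 12.5 FPKM (SD, n = 4 each). If these transcripts came from fibroblast-like cells that had kept Lrp1, Lrp1 would not fall further than they do. The 12 fibroblast genes had a median of 88.6% of WT in LRP1 KO, from 29.2% to 200.8%, while Lrp1 was at 3.99%. Cells that kept Lrp1 at a fibroblast level are thus argued against. That the cells with fibroblast transcripts lost Lrp1 too, or that most Lrp1 came from other cells in WT, are open explanations that may be worth following up, because the Cre in these mice is described as endothelial.

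Esr1 was the gene with the largest rise, and its lowest LRP1 KO value was 29.8 times its highest WT value. Reads of the CreER transgene assigned to Esr1 are a candidate explanation. Pgr and Greb1, genes that the estrogen receptor activates, stayed at or under 0.0261 and 0.1996 FPKM in every library, but they are so low in both groups that they decide little. Without reads per exon, transgene reads and expression of Esr1 cannot be told apart. Residual Lrp1 ran opposite to Esr1 over the 4 LRP1 KO libraries, at 2.79, 3.45, 5.20 and 7.72 FPKM for Esr1 values of 12.8, 11.4, 7.88 and 4.72 FPKM.

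LRP1 KO library 4 was nearest to WT among its group in 99 of the 184 calls, or 53.8%, where 43 were among the 127 higher calls and 56 among the 57 lower calls. WT cells mixed into the library would bring Lrp1 along. Its median position was 41.3% of the way to WT over the lower calls, 2.87% over the higher calls and 3.36% for Lrp1, which argues against such a mixture. Not every higher call followed that median: Esr1, the gene with the largest rise, was at 56.3% in this library. A different make-up of the cells that are not endothelial, or a weaker effect of the deletion in this library, may remain and were not separated.

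The ratio of mean Bglap values here was 14.98. That is lower than the values quoted from the study's sequencing above, and higher than those quoted from its real-time PCR. For Bglap2, whose reads cannot be parted with certainty from those of Bglap, the ratio was 25.4. As listed, that is also lower than the values quoted from sequencing, but nearer to them, and higher than those from real-time PCR. The Bglap2 values in WT libraries 1 to 4 were only 0.152, 0, 0.292 and 0.108 FPKM. The Bglap2 ratio thus hangs on single values near 0. Whether it truly lies below the lower of the 2 values quoted from sequencing is not settled. The genes past both limits were 127 higher and 57 lower here. Both counts are lower than those quoted from the study. The quoted values are for liver cells and for heart and lung cells apart, while the labels describe the libraries used here as a mixture of all 3 organs, and the test also differed.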
